A study of Mus musculus with 2 samples.

How the data were processed

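The series holds 2 single-cell RNA libraries from cultured mouse HSC, 1 treated with vehicle and 1 with 10 µM DFO for 48 h. Per the labels' protocols, 20000 live cells per condition entered 10x Genomics 3′ v3 library preparation, and each library was sequenced on 2 lanes of a BGISEQ-500. The aligner, genome build, gene annotation and cell filter are not given in the sources used here. Groups were taken from the sample labels, and each group has 1 library.

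For each library the authors deposited a gene by cell text table of natural log values, with gene symbols and no header beyond cell barcodes. The unit follows from the values: back-transformed, each cell sums to at most 27408, the same figure in both tables. Every cell's values were whole multiples of a smallest step. The deposited values are therefore the natural log of 1 + 27408 × molecules / total molecules of the cell. All 44114455 nonzero vehicle values and all 49560434 nonzero DFO values came out whole within 0.05 of a molecule. The totals so obtained imply that 0.00734% of vehicle and 0.00684% of DFO molecules belong to genes not in the tables. Both tables hold the same genes in the same order. The lowest cell has 912 genes in the vehicle table and 983 in the DFO table, the highest 7959 and 7960, and the highest mitochondrial shares are 14.8% and 14.7%. These edges look like a filter, which no source used here states. All deposited cells were used.

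The analysis was run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2 and igraph 0.11.9, and figures were drawn with matplotlib 3.10.9. Molecules were summed per library, scaled to CPM, and compared as log2((DFO CPM + 1)/(vehicle CPM + 1)). With 1 library per group no count model and no test was run. Sums carry exact 95% Poisson intervals and shares exact 95% Clopper-Pearson intervals, for counting error only. At 260938938 and 284326017 molecules the Poisson intervals are narrow. They treat molecules as independent and so leave out variation between cells. Neither kind of interval includes variation between cultures or library preparations.

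Designs, lists, markers, fixed genes and most alternatives were set before the data were examined. The text names the 10 highest and the 10 lowest genes by log2 difference among genes at 10 CPM or more in at least 1 library, 23 fixed genes, the 2 highest and 2 lowest members of the lists it singles out, and the leading genes of clusters. Those leading genes are the top 10 by fold against all other cells, among genes detected in 10% or more of the cluster's cells. Genes named outside that rule are said to be so. For gene lists, members with a mean of 5 CPM or more entered. Random lists drew as many genes from each of 20 bins of mean expression as the list has there. GC content and length came from the longest transcript of each symbol in the mouse GENCODE M21 annotation, which matched 14228 symbols and 99.3% of the 8886 expressed genes.

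For clustering, values were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were taken without S phase, G2/M, mitochondrially encoded and ribosomal protein genes. Then 30 principal components and 15 neighbours were used, with edges weighted by the share of neighbours in common, and Leiden clustering at resolution 0.5, seed 0, and no integration between libraries. A cluster was named where at least 3 markers of a type were detected, at least 1 was among its top 10 genes and their mean fold was positive. Where several types met this, the name was given only to a type that led both by markers in the top 10 and by mean fold. This is stricter than the rule fixed beforehand, which also allowed a name from mean fold alone. Thinning drew 10000 molecules per cell without replacement, which left out 4.03% of vehicle and 4.4% of DFO cells. Phase was scored with scanpy.

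Scrublet, run on each library, called 14 of the vehicle cells (0.161%) and 5 of the DFO cells (0.0508%) doublets, so its automatic threshold has not worked here. The planned removal of its calls was not run. In its place, cells with molecules of both sexes and those at or above the score that bounds the top 8% were left out as likely doublets. Many cells share a score, so ties brought the latter to 762 vehicle and 817 DFO cells, and both kinds together were 820 and 925 cells. Cells were called female with 5 or more Xist molecules and none from 4 Y-linked genes, male with at most 1 Xist molecule and 2 or more Y-linked ones, and of both sexes with 5 or more and 2 or more.

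The alternatives were other ways to combine cells, scale libraries and set the pseudocount, a stricter cell filter (mitochondrial share of 10% or less and at least 1000 genes), equal cluster shares, other expression minimums, other clustering settings, and unthinned values. Chosen after seeing the data were the removal of likely doublets, sums over thinned cells, removal of GC content and length trends, and clustering without the genes that differ.

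The steps were tested on simulated data made from the real means and totals. Natural log values of 500 simulated cells returned every molecule. A simulated DFO against vehicle comparison held 14366 genes, of which 7393 were tested and 200 were changed. Among the genes tested, the 2-fold rule recovered 200 of 200 in the right direction with 0 other genes. All planted changes were larger than 2-fold, so this recovery does not tell how the rule does near 2-fold. A list of 20 genes raised by 0.2 lay at percentile 100 of its random lists, and an unchanged list at percentile 50.5. Of 200 further unchanged lists 6% lay outside the central 95%. These simulations hold counting noise only, while the real differences had an SD of 0.13. They therefore do not tell how lists are placed at that spread.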

Results

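Hematopoietic stem cells (HSC) were sorted as lineage-negative, Sca-1-positive, c-Kit-positive, CD150-positive and CD48-negative cells from the pooled bone marrow of 8 C57/B6 mice aged 6 to 8 weeks. The sorted cells were kept in liquid culture with stem cell factor (100 ng/ml) and thrombopoietin (50 ng/ml) for 48 h. One culture received 10 µM deferoxamine (DFO), a compound that binds iron, and the other received water as the vehicle. The series text describes 1 pool of sorted cells, but that both libraries came from the same sort is not stated per library. From each culture 20000 cells were loaded for droplet-based single-cell RNA sequencing of transcript 3′ ends with unique molecular identifiers (UMIs). The series compares HSC exposed to an iron chelator with HSC exposed to vehicle, at the level of transcripts. There were 2 libraries, 1 per group, so no difference below has a replicate check and no p-value is given. Intervals are exact 95% Poisson intervals on molecules or exact 95% Clopper-Pearson intervals on shares of cells, and both cover counting error only. Those on molecules also leave out variation between cells.

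The deposited tables held 8708 cells for vehicle and 9852 cells for DFO, with the same gene symbols in both. The values resolved into whole molecules, 260938938 for vehicle and 284326017 for DFO. The median cell had 27805.5 UMIs and 5097 genes in the vehicle library, and 27114 UMIs and 5056 genes in the DFO library. UMIs per cell ranged from 2009 to 98885 for vehicle and from 2020 to 99237 for DFO. After each cell was thinned to 10000 UMIs, the median number of genes was 3054 for vehicle and 3079 for DFO, with 351 vehicle and 433 DFO cells left out for being shallower. Mitochondrially encoded transcripts made up a median of 3.88% of UMIs per vehicle cell and 4.4% per DFO cell.

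The first comparison asked which transcripts differed in level between the cultures. Molecules were summed over all cells of a library and expressed as CPM (counts scaled to a fixed library total of 1e6), and the difference of a gene is log2((DFO CPM + 1)/(vehicle CPM + 1)). Across the 8886 genes with a mean of 5 CPM or more, the log2 CPM of both libraries had a Pearson correlation of 0.9974 across genes, which are not independent replicates, and the differences had an SD of 0.13 and a median of 0.019. Among 7476 genes at 10 CPM or more in at least 1 library, 6 had an absolute log2 difference of 1 or more, and all 6 were lower in the DFO library. At an absolute log2 difference of 0.5 or more there were 1 higher and 43 lower genes. These counts describe the size of differences between 2 libraries. With the cells reweighted to equal cluster shares, 1 gene instead of 6 passed the 2-fold rule.

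**Figure D1:**
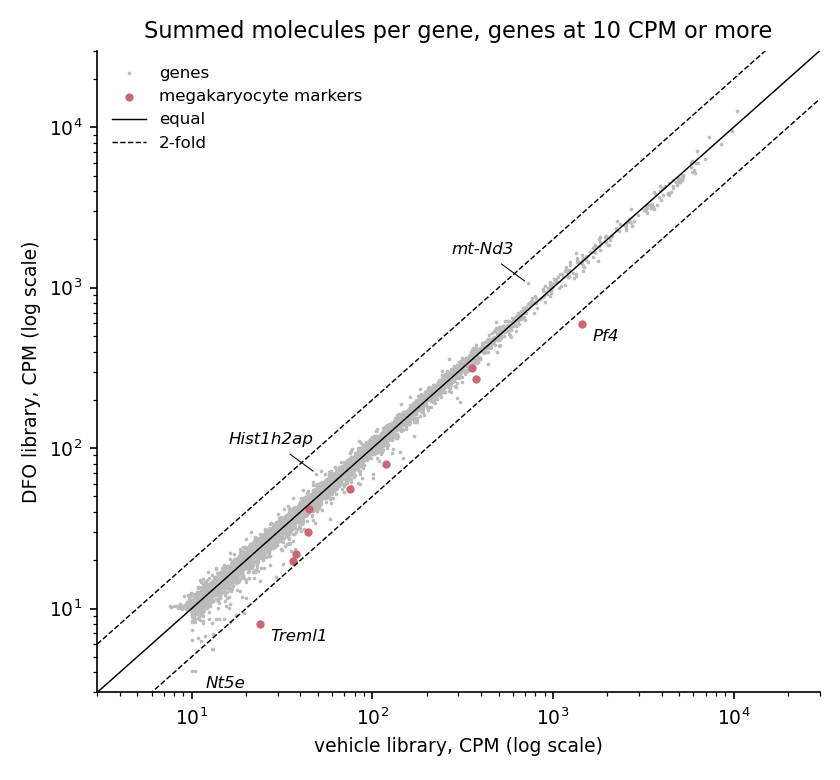
CPM of each gene at 10 CPM or more in at least 1 library, vehicle on the horizontal and DFO on the vertical axis (both log scales), with megakaryocyte markers in red, the line of equality and dashed lines at a 2-fold difference. Pf4 (1447 CPM in vehicle, 592.2 CPM in DFO) lies below the lower 2-fold line, and no gene lies above the upper one.

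The lowest difference was that of Treml1, at -1.47, from 23.9 CPM (23.3 to 24.5) in the vehicle library to 8 CPM (7.68 to 8.34) in the DFO library. Pf4, which encodes platelet factor 4, followed at -1.29, from 1447 CPM (1443 to 1452) to 592.2 CPM (589.4 to 595.1). The other genes past 2-fold were Nt5e (-1.17), Csrp3 (-1.13), 2610528A11Rik (-1.09) and Ccdc180 (-1.08), each between 10 and 14 CPM in the vehicle library. Molecules of 2610528A11Rik lay in only 3.58% of vehicle and 1.65% of DFO cells, and it differed by -1.16 in female and -0.57 in male cells. The 10 lowest genes were completed by Tesc (-0.97), Samd14 (-0.90), Timp3 (-0.88) and Alox5 (-0.85). At the other end, mt-Nd3 had the highest difference, 0.55, from 727.9 CPM (724.7 to 731.2) in vehicle to 1063 CPM (1059 to 1067) in DFO. It was followed by Hist1h2ap (0.49), Rpa3 (0.47), Usp50 (0.46), Snhg6 (0.43), Plaur (0.43), Gm10076 (0.43), Shisa8 (0.42), Mpzl1 (0.41) and Plscr2 (0.41). Gm10076 and Hist1h2ap have near-identical copies elsewhere in the genome, and how reads shared by copies were counted is not given in the sources used here, so their values are uncertain. The tables name genes by symbol only, without coordinates or a genome build.

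For genes fixed before the data were examined because they bear on iron or on HSC, most differences were small. The transferrin receptor Tfrc was higher in the DFO library by 0.23, from 57.8 CPM (56.8 to 58.7) to 67.7 CPM (66.7 to 68.7), and stayed between 0.20 and 0.26 under the alternatives tried. The iron transporter Slc11a2 differed by 0.045, the ferritin genes Fth1 and Ftl1 by -0.0066 and 0.019, and Hmox1 by -0.24. Fth1 and Ftl1 lay at 3261 and 2590 CPM in vehicle and at 3246 and 2624 CPM in DFO. Kat5 differed by 0.0035 and Myc by 0.22. Of the hypoxia-related genes, Vegfa differed by -0.26, Bnip3 by -0.16 and Ndrg1 by -0.24. Cdkn1a differed by 0.051. Among HSC-associated genes Procr differed by 0.13, Mecom by 0.15, Hlf by 0.18, Kit by 0.20, Ly6a by 0.40, Cd48 by 0.067 and Slamf1 by -0.27. With equal cluster shares these were 0.033 for Procr, 0.051 for Mecom, 0.064 for Hlf, 0.15 for Kit, 0.27 for Ly6a, 0.016 for Cd48 and -0.079 for Slamf1. Mki67 differed by -0.083. Genes of other lineages were Mpo at -0.16, Cpa3 at -0.64 and Car1 at -0.40. Cpa3 lay at 4.32 CPM in vehicle and 2.41 CPM in DFO, and its difference ranged from -0.82 to -0.21 over the alternatives. Car1 had 105 molecules in the vehicle library (0.402 CPM) and 17 in the DFO library (0.0598 CPM), so its difference is set by the pseudocount and ranged from -1.65 to -0.048 over the alternatives. The signs of Kat5, Cdkn1a and Mpo turned under an alternative: Kat5 fell to -0.036 and Cdkn1a to -0.021 at their lowest, and Mpo was 0.0092 with equal cluster shares, so no direction is read for these genes.

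The second comparison asked whether transcripts of a programme moved together. Each list was fixed before the data were examined, and its median difference was placed among the medians of 10000 random lists matched on mean expression. Of 21 lists with at least 3 members at 5 CPM or more, 12 lay outside the central 95% of their random lists, 8 below and 4 above. With each alternative placed among random lists of the same alternative, 10 of the 12 stayed outside under every alternative that left at least 3 members, and S phase and erythroid markers did not. The neutrophil-monocyte markers had fewer than 3 members at 20 CPM or more and were not placed there. Genes of a list are co-regulated while random lists are not, so this placement describes these libraries and is not a test. The 18 iron handling genes, of which 16 entered, had a median of 0.022 (random range -0.046 to 0.077), with Tfrc (0.23) and Pcbp1 (0.21) highest and Hmox1 (-0.24) and Steap3 (-0.072) lowest. Iron-sulfur proteins and their assembly factors had a median of 0.031 (-0.023 to 0.069). For both lists a shift was not detectable against the random lists.

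The hypoxia response list had a median of -0.099 (random range -0.032 to 0.064), with 18 of 22 members lower in the DFO library. Its lowest members were Slc2a3 (-0.30) and Vegfa (-0.26), and its highest were Hk2 (0.15) and Egln1 (0.12). Glycolysis genes had a median of -0.14 (-0.046 to 0.084), with 14 of 15 lower, from Aldoc (-0.62) and Slc16a3 (-0.47) to Gapdh (-0.053) and Pfkm (0.013). The difference of Pfkm took both signs over the alternatives, with -0.0065 as the lowest. All 21 cholesterol synthesis genes were lower in the DFO library, with a median of -0.14 (-0.035 to 0.067), Mvk (-0.29) and Fdps (-0.26) at the low end and Idi1 (-0.026) and Srebf2 (-0.021) at the high end. The difference of Idi1 also took both signs, with 0.02 as the highest. Fatty acid oxidation had a median of -0.057 (-0.029 to 0.072) and ribosomal proteins one of -0.071 (0.002 to 0.052).

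MYC targets had a median of 0.13 (random range -0.017 to 0.076), with 26 of 28 members higher in the DFO library, Pno1 (0.26) and Odc1 (0.21) highest and Eif5a (-0.093) and Ppan (-0.014) lowest. Of the 13 mitochondrially encoded genes, 12 were higher, with a median of 0.15 (-0.056 to 0.093), from mt-Nd3 (0.55) and mt-Nd1 (0.29) to mt-Nd5 (0.0033) and mt-Nd6 (-0.063). The difference of mt-Nd5 took both signs over the alternatives, with -0.016 as the lowest. Nuclear genes of oxidative phosphorylation had a median of 0.014 (-0.017 to 0.076). ATF4 targets had a median of 0.11 (-0.039 to 0.087) and S phase genes one of 0.069 (-0.0076 to 0.061), which with equal cluster shares was 0.042 and within its random range (-0.0049 to 0.06). G2/M genes (0.012), p53 targets (0.017), immediate early genes (-0.055), and genes of arachidonic acid metabolism and lipid hydrolysis (-0.022) lay within their random ranges, the last of these below its range with equal cluster shares (-0.049) and with cells thinned (-0.054). The mean of the G2/M list was -0.0001 and that of the p53 list -0.061, so both differed in sign from their medians.

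**Figure D2:**
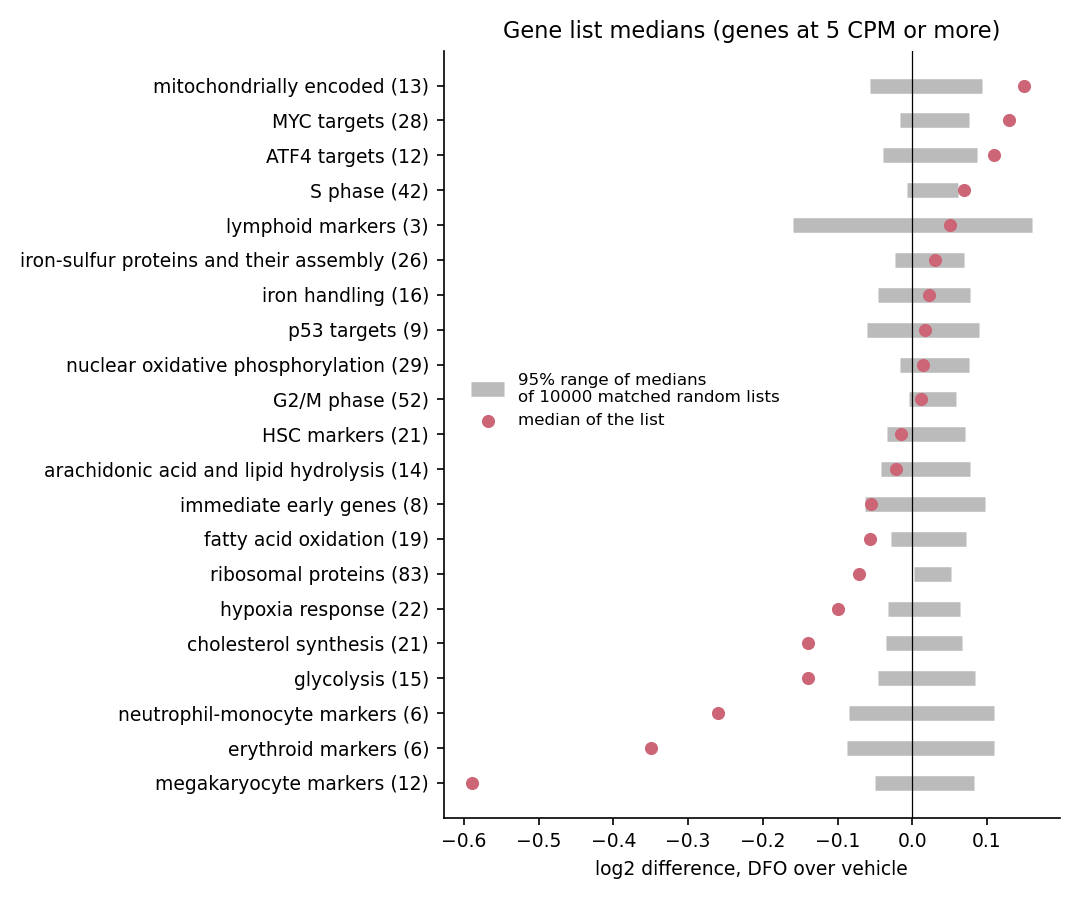
Median log2 difference (DFO over vehicle) of each gene list (red points), with the number of members that entered in parentheses, and the central 95% of medians of 10000 random lists matched on mean expression (grey bars). Megakaryocyte markers have the lowest median, -0.59, and mitochondrially encoded genes the highest, 0.15.

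Among the marker sets, HSC markers had a median of -0.015 (random range -0.034 to 0.07), with 10 of 21 members higher in the DFO library, and its mean was 0.0046. Ly6a (0.40) and Hlf (0.18) were highest, and Pdzk1ip1 (-0.43) and Slamf1 (-0.27) lowest. All 12 megakaryocyte markers were lower, with a median of -0.59 (-0.05 to 0.083) between Treml1 (-1.47) and Pf4 (-1.29) at the low end and Cd9 (-0.16) and F2r (-0.091) at the high end. The difference of F2r took both signs over the alternatives, with 0.082 as the highest. Weighting to equal cluster shares brought this median to -0.31. Erythroid markers had a median of -0.35 (-0.087 to 0.11) over 6 members, which was -0.22 with pseudocount 10, -0.21 with equal cluster shares, and -0.084 and within its random range over the 3 members at 20 CPM or more. Neutrophil-monocyte markers had a median of -0.26 (-0.085 to 0.11) over 6 members, which was -0.13 with pseudocount 10 and -0.14 with no minimum on members. The median of this list was -0.35 in female and -0.11 in male cells. The lymphoid list, with 3 members, had a median of 0.05 (-0.16 to 0.16). The mast cell or basophil, eosinophil, macrophage or dendritic cell, and stromal or endothelial sets had fewer than 3 members at 5 CPM or more and gave no median.

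The third comparison concerned the makeup of the cultures. Clustering of all cells together gave 8 clusters. Cluster 4 was HSC-like, with the markers Sult1a1, Procr and Ly6a among its top 10 genes, which Pdcd1, Dlk1, Wfdc2, AA467197, Ctss, Zfp467 and Acot1 completed. Cluster 5 was megakaryocyte-like, led by Serpinb2, Clec1b, Tesc, Timp3, Serpine2, Pf4, Ppbp, Mrvi1, Cavin2 and Treml1. Cluster 7 was neutrophil-monocyte-like, led by Mpo, Ctsg and Elane. The other 5 clusters stayed unnamed. Cluster 0 was led by genes of mitosis such as Nusap1 and Ube2c, cluster 1 by a mixture with megakaryocyte and erythroid markers (Gp5, Gata1, Aqp1 and Klf1), cluster 2 by Ung, cluster 3 by Shisa8, and cluster 6 by Rpgrip1, with a median of 6938 UMIs per cell.

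Several genes that define these clusters differed between the libraries, so shares are given first from a clustering without the 598 genes whose log2 difference reached 0.25 at 1 CPM or more. In that clustering, which was added after the data had been seen, the megakaryocyte-like clusters held 35.7% of vehicle cells (34.7% to 36.7%) and 27.9% of DFO cells (27% to 28.7%). The HSC-like cluster held 18.7% of vehicle cells (17.9% to 19.6%) and 16.7% of DFO cells (15.9% to 17.4%). Its classes were still named from all genes. The clustering with all variable genes included 268 genes that differ in this way, and in it the megakaryocyte-like shares were 14.1% (13.4% to 14.9%) and 9.02% (8.46% to 9.61%), and the HSC-like shares 13% (12.3% to 13.8%) and 11.2% (10.5% to 11.8%). The megakaryocyte-like share was lower in the DFO library in each of the 8 clusterings tried. The HSC-like share was not: at resolution 0.25 it was 28.8% for vehicle and 30.8% for DFO, and no order of the 2 libraries is read from it. With the same reservation about the genes used, of the unnamed clusters of the latter clustering, cluster 0 held 19.3% of vehicle and 22.1% of DFO cells, cluster 1 22.1% and 18.1%, cluster 2 14.3% and 17.8%, cluster 3 11.4% and 16.2%, and cluster 6 4.79% and 4.78%. Cluster 7 held 0.999% and 0.792%, with overlapping intervals, and no order is read from this class, whose share was higher in the DFO library in other clusterings.

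**Figure D3:**
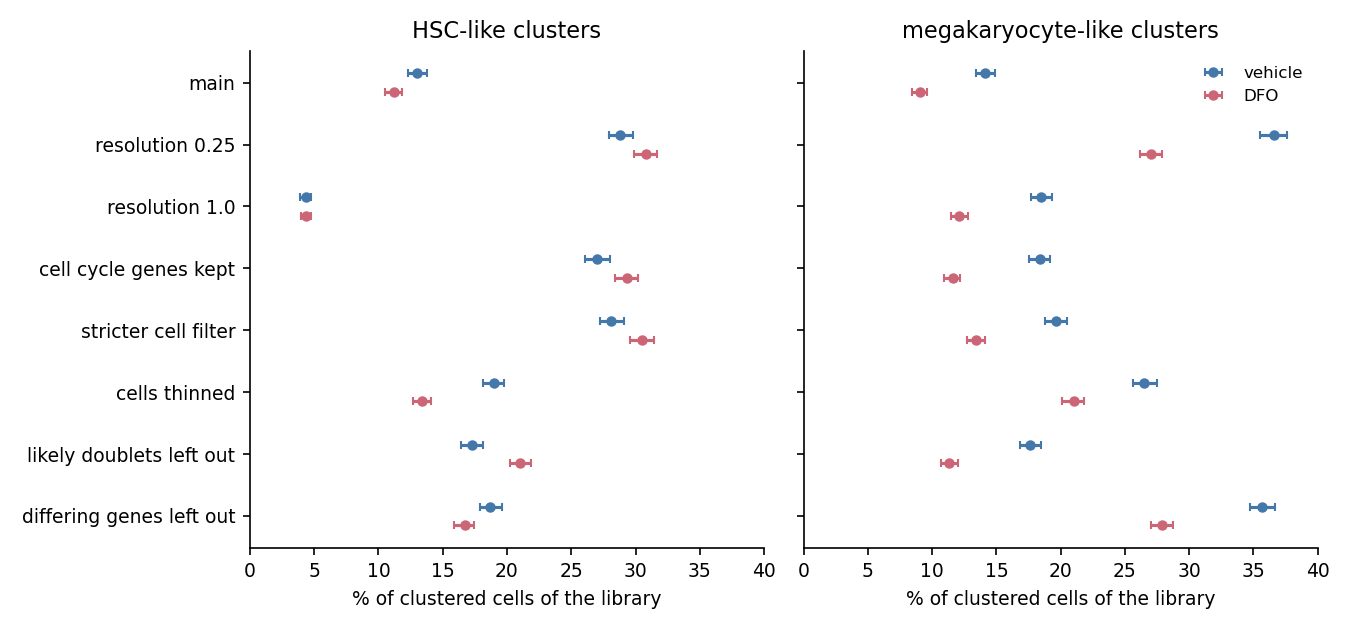
Share of clustered cells in HSC-like (left) and megakaryocyte-like (right) clusters in the vehicle (blue) and DFO (red) libraries, with exact 95% binomial intervals, for the clustering with all variable genes (main) and 7 alternatives. The megakaryocyte-like share is lower for DFO in every row, while the order of the HSC-like shares changes between rows.

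Differences were then taken within each of the 8 clusters, all of which held at least 50 cells of each library. The median of the megakaryocyte markers was lower in the DFO library in 7 clusters, with -0.41 in the megakaryocyte-like cluster, -0.35 in the HSC-like cluster, -0.25 in cluster 1, -0.15 in cluster 2, -0.084 in cluster 0, -0.82 in cluster 6 and only -0.0072 in cluster 3, and it was 0.06 in cluster 7. Cells of cluster 6 were shallow, with medians of 6938 UMIs, 2514 genes and a mitochondrial share of 6.86%. Ppbp had 38 vehicle and 9 DFO molecules there and Treml1 31 and 10. Free RNA was not bounded in cluster 6, so its -0.82 is not read as a change within cells. Pf4, itself among the genes that lead cluster 5, was lower in all 8. It went from 4550 CPM (4532 to 4569) to 2463 CPM (2446 to 2479) in the megakaryocyte-like cluster, from 303.0 CPM (296.3 to 309.9) to 189.7 CPM (184.2 to 195.2) in the HSC-like cluster, and from 79.7 CPM (69.6 to 91) to 51.5 CPM (42.7 to 61.5) in the neutrophil-monocyte-like cluster. Tfrc was higher in the DFO library in all 8 clusters, by 0.053 in the megakaryocyte-like cluster and by 0.39 in the HSC-like cluster. Its intervals overlapped in the megakaryocyte-like cluster (69.1 to 73.7 CPM in vehicle and 71.2 to 77 CPM in DFO), in cluster 6 (67 to 84.3 and 77.8 to 96.3 CPM) and in cluster 7 (57.2 to 76.8 and 73.7 to 97.7 CPM). Within the HSC-like cluster, Ly6a differed by 0.22, while Hlf (0.083), Procr (0.028), Mecom (-0.021), Kit (-0.052) and Slamf1 (0.054) had overlapping intervals. Cd48 was lower there by 0.35 on the log2 scale, from 87.7 CPM (84.1 to 91.4) to 68.7 CPM (65.5 to 72.1). Cdkn1a differed by -0.26 in the HSC-like cluster and by 0.43 in the megakaryocyte-like cluster. The median of MYC targets was higher in 8 of 8 clusters (0.064 to 0.16), that of mitochondrially encoded genes in 8 of 8 (0.12 to 0.18), and that of ATF4 targets in 8 of 8 (0.07 to 0.23). Cholesterol synthesis was lower in 8 of 8 (-0.18 to -0.064), glycolysis in 7 of 8 (-0.18 to 0.017) and hypoxia response in 6 of 8 (-0.14 to 0.033). Ribosomal proteins (-0.11 to -0.069) and neutrophil-monocyte markers (-0.43 to -0.01) were also lower in 8 of 8. Fatty acid oxidation (-0.078 to 0.029) and erythroid markers (-0.26 to 0.13) were lower in 6 of 8. S phase genes were higher in 7 of 8 (-0.016 to 0.12).

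**Figure D4:**
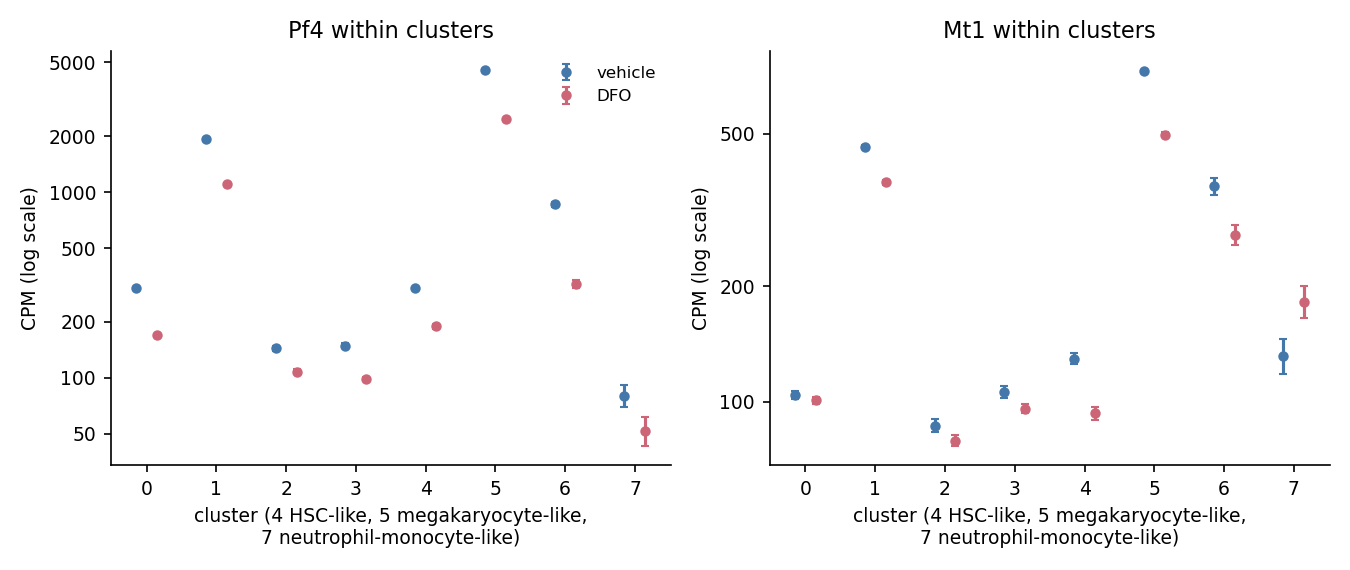
CPM (log scale) of Pf4 (left) and of Mt1 (right) summed within each of the 8 clusters, for vehicle (blue) and DFO (red), with exact 95% Poisson intervals. Pf4 is lower for DFO in all 8 clusters, and Mt1 in all but cluster 7, though in cluster 0 only by 0.046 on the log2 scale with overlapping intervals.

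On cells thinned to 10000 UMIs, Pf4 was seen in 76.9% of vehicle cells (76% to 77.8%) and 63.3% of DFO cells (62.3% to 64.2%). Without thinning the shares were 91.4% and 81.9%. In the neutrophil-monocyte-like cluster, which should lack it, the thinned shares were 54% (43% to 64.8%) in 87 vehicle cells with a median of 31362 UMIs before thinning, and 34.6% (24.2% to 46.2%) in 78 DFO cells with a median of 26752 UMIs. Whether these Pf4 molecules are free RNA is open, so the share of cells with Pf4 is not read as a share of megakaryocyte-lineage cells. Mpo was seen in 1.53% of thinned vehicle cells (1.28% to 1.82%) and 1.48% of DFO cells (1.24% to 1.74%), and in 2.45% and 2.33% without thinning. In the megakaryocyte-like cluster, where it should be lacking, it was seen in 0 of 1225 vehicle cells (up to 0.301%; median 38330 UMIs before thinning) and 0 of 884 DFO cells (up to 0.416%; median 36887 UMIs). Without thinning it was seen in 0.489% of vehicle and 0.225% of DFO cells of that cluster, from 7 and 3 molecules. Over the 23 fixed genes, the thinned share of cells with a molecule was higher in the DFO library beyond both intervals for 6 (Tfrc, Myc, Mecom, Hlf, Kit and Ly6a), lower for 7 (Pf4, Vegfa, Bnip3, Ndrg1, Slamf1, Car1 and Cpa3) and within them for 10. No cluster here is known to lack most of these genes, so free RNA was not bounded for them.

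Cell cycle phase was scored per cell on thinned values from the S and G2/M lists. The calls were S for 35.2% of vehicle cells (34.1% to 36.2%) and 37.2% of DFO cells (36.3% to 38.2%), and G2/M for 56.5% (55.4% to 57.5%) and 57.6% (56.6% to 58.6%), the latter with overlapping intervals. The remaining cells, called G1, were 8.38% (7.79% to 8.99%) and 5.19% (4.75% to 5.66%). Unthinned values gave 29.5% and 31.9% for S, 58.9% and 60.4% for G2/M, and 11.6% and 7.76% for G1. Phase calls rank the scores of the 2 lists in each cell and can take in free RNA, so they give no rate of cycling.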

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

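The removal of probable doublets, the sums over thinned cells, the removal of GC content and length trends, and the clustering without differing genes were chosen after the data had been seen. The rest were set beforehand. The planned removal of Scrublet calls was not run, because so few cells were called.

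The number of genes past 2-fold at 10 CPM or more was 6 in the main analysis, and in no alternative with a minimum of 10 or 50 CPM was a gene higher by that much. It was 2 with cells weighted equally (Pf4 and Treml1), 1 with pseudocount 10 (Pf4), 1 with equal cluster shares (Treml1), 3 with cells thinned and 1 with a minimum of 50 CPM (Pf4). Without a minimum it was 14, of which 1 gene was higher in the DFO library. The rise without a minimum follows from the added low genes, and the fall with pseudocount 10 from shrinking low genes. Under equal cluster shares part of the differences is removed by construction. For the other settings the cause was not tested. Of the 6 genes, 6 also passed with centring on the median gene, with median-ratio size factors, with the stricter cell filter, with pseudocount 0.1 and with likely doublets left out.

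The median of the megakaryocyte markers was -0.59. It moved to -0.49 with pseudocount 10, to -0.31 with equal cluster shares and to -0.75 with no minimum on members, and stayed below 0 in every alternative. The medians of iron handling (0.0026 to 0.074), hypoxia response (-0.13 to -0.078) and HSC markers (-0.034 to 0.021) moved by no more than the distance from the centre to the edge of their random ranges, though that of the HSC markers took both signs. Over all lists and alternatives, 241 medians stayed within that distance, 9 moved and none of those outside its random range changed sign. Besides the megakaryocyte markers, those that moved were the erythroid markers (-0.22 with pseudocount 10, -0.21 with equal cluster shares, -0.084 with members at 20 CPM or more), the neutrophil-monocyte markers (-0.13 with pseudocount 10, -0.14 with no minimum on members) and the ribosomal proteins (-0.097 with GC content and length removed). The cause was not tested.

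The share of HSC-like cells differed by -1.88 percentage points (DFO minus vehicle) in the main clustering, and its direction depended on the clustering. The difference was 1.98 at resolution 0.25, 0.0136 at resolution 1.0, 2.25 with cell cycle genes kept, 2.38 with the stricter cell filter and 3.75 with likely doublets left out. It was -5.57 with cells thinned and -2.07 with differing genes left out. The HSC-like class held between 4.34% and 28.8% of vehicle cells across these settings, so different cells bear the name in each. The cause of the reversals was not tested. An erythroid-like class was absent from the main clustering and appeared in some alternatives only. Its share was 13.5% of vehicle and 11.7% of DFO cells with cell cycle genes kept, and 17.9% and 15.7% with the stricter cell filter. With likely doublets left out it was 14.1% (13.3% to 14.9%) and 13.3% (12.6% to 14%), with overlapping intervals. Like the HSC-like name, the neutrophil-monocyte-like name covered other cells in other clusterings. It held 0.999% of vehicle and 0.792% of DFO cells in the main clustering and 1.31% and 1.1% at resolution 1.0, but 12.4% and 16.6% with the stricter cell filter, 17.5% and 20.8% with cells thinned, 10.4% and 14.1% with likely doublets left out, and 13.6% and 16.2% with differing genes left out. The cause was not tested.

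The share of megakaryocyte-like cells was lower in the DFO library in all of them. The difference was -5.08 points in the main clustering and -5.56 with cells thinned. It was -9.51 at resolution 0.25, -6.38 at resolution 1.0, -6.79 with cell cycle genes kept, -6.22 with the stricter cell filter, -6.3 with likely doublets left out and -7.87 with differing genes left out. The cause of the change in size was not tested.

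The S share was higher in the DFO library by 2.08 points and the G2/M share by 1.11 points, and the alternatives gave 2.28 to 2.53 and 0.862 to 1.46. The G1 share differed by -3.18 points, and by -3.88 to -3.14 under the alternatives. The stricter cell filter left the median UMIs per cell at 27833.5 and 27201.5. Of the differences of single genes named by rank or fixed beforehand, and of Mt1 and Mt2, 283 values under an alternative stayed within 2 times the counting error of the log2 difference and 113 moved by more, and no gene past 2-fold changed sign. Of the shares of cells with a molecule of a fixed gene, 11 kept their difference within counting error without thinning and 12 moved, none changing sign past its interval. No paired analysis was possible because each group has 1 library. Depth limits what thinned values say of cluster 6, where 138 of 417 vehicle and 121 of 471 DFO cells reached 10000 UMIs.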

Other observations

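The tests below were run on patterns first seen in these libraries. Among them, the tests of sex on the megakaryocyte markers, those of cluster shares, sequence bias and sex on the hypoxia list, that of a minority of damaged cells on mitochondrially encoded transcripts, and all those on finer clusters and on clusters made without differing genes, were chosen only after related results had been seen. Where a biological reading is offered it is a hypothesis, since it was found and tested on the same 2 libraries. A difference between the 2 cultures or library preparations unrelated to DFO stays open throughout, because each group has 1 library. So does a difference between sorts, since a shared sort is not stated per library.

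Megakaryocyte markers were lower in the DFO library, and equal shares of the clusters tried here did not remove the difference. With the shares of the 8 clusters made equal the list median was -0.31, and with those of 14 finer clusters it was -0.22, both below the range of matched random lists (-0.048 and above for the 8 clusters). Both clusterings used genes that differ between the libraries, megakaryocyte markers among them, so a drop in the markers can itself move cells between clusters, and these values do not divide the -0.59 into composition and change within cells. With equal shares of the 7 clusters made without differing genes the median was -0.38, also below its random range (-0.048 to 0.08). That clustering was made without most of these markers, so it may keep cells at different megakaryocyte stages together. A gradual shift of cells within clusters remains possible, so composition is not excluded as the cause. The median was -0.59 or lower in cells of each sex, -0.58 without likely doublets, -0.52 at one depth per cell and -0.57 after removal of GC content and length trends, so none of these is the whole cause. If the drop came from free RNA, Pf4 would fall by a like number of CPM everywhere, but the drop in the megakaryocyte-like cluster was 73.7 times that in the neutrophil-monocyte-like cluster. The drop in clusters with little Pf4 may still be free RNA. A hypothesis that these values leave open is that DFO slowed or reduced the onset of megakaryocyte transcripts in a culture that contains thrombopoietin, a growth factor for that lineage.

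DFO is widely used to stabilise hypoxia-inducible factors, and the hypoxia list was lower, not higher, in the DFO library. This holds for 10 µM and 48 h only. The factors themselves were not measured, so the result does not speak against such an effect at other doses or times. The list median was -0.078 with equal cluster shares and -0.056 with equal shares of the 14 finer clusters, where the random range began at -0.03. It was -0.09 with equal shares of the clusters made without differing genes. The list members Egln3, Ankrd37 and Bnip3 were among the top 10 genes of clusters 0 and 4 of the finer clustering. A drop in these transcripts can thus itself move cells between clusters. These values therefore do not divide the difference into composition and change within cells. It was -0.13 after removal of GC content and length trends, and -0.085 and -0.094 in female and male cells.

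Glycolysis transcripts moved the same way, with medians of -0.14 and -0.11 under equal shares of the 8 and of the finer clusters, -0.15 without sequence trends and -0.14 in each sex. Cholesterol synthesis gave -0.13, -0.12, -0.16 and, in the sex with the smaller shift, -0.13. MYC targets gave 0.13, 0.12, 0.11 and 0.11 in the same order. With equal shares of the clusters made without differing genes, glycolysis gave -0.15, cholesterol synthesis -0.13 and MYC targets 0.14. All lay outside the random ranges of the same settings, which argues against cluster shares, sequence bias or an uneven mix of male and female cells as the whole cause. Whether the medium, cell density or the time of harvest differed between the cultures was not tested, and a biological cause could not be separated from these with the -0.14 or 0.13 seen.

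Mitochondrially encoded transcripts were higher in the DFO library, by a median of 0.13 with equal cluster shares, 0.12 with equal shares of finer clusters, 0.14 with equal shares of the clusters made without differing genes, 0.12 without sequence trends and 0.14 in the sex with the smaller shift. A minority of damaged cells would raise the upper end of the mitochondrial share per cell more than the lower end. Instead the lower quartile was higher by 0.563 percentage points in the DFO library, from 3.36% (3.34% to 3.38%) to 3.92% (3.9% to 3.94%), and the upper quartile by 0.528. Leaving out cells with under 10000 UMIs, under 1000 genes or over 10% mitochondrial share left the list median at 0.14, but this filter selects on the share itself and decides nothing. Damage that affected most cells of a culture alike stays open, and so does free RNA. A near-equal shift of the quartiles does not rule it out. mt-Nd3 went from 725.9 to 1035 CPM in the megakaryocyte-like cluster and from 600.5 to 907.5 CPM in the HSC-like cluster. It went from 717.7 to 1035 CPM in the neutrophil-monocyte-like cluster and from 1489 to 2234 CPM in the shallow cluster 6. Outside cluster 6 its rises were alike in CPM and in fold, so they cannot separate free RNA from a change within cells. Over all cells mt-Nd3, the highest single gene, was higher by 0.55 while mt-Nd5 and mt-Nd6 differed by 0.0033 and -0.063. The list therefore did not move as 1 unit.

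The metallothionein genes Mt1 and Mt2, named here after their values were seen, were lower in the DFO library. Mt1 went from 306.0 to 195.2 CPM (-0.65) and Mt2 from 13.1 to 6.99 CPM (-0.82). The smaller drop of the pair was -0.39 with equal cluster shares and -0.32 with equal shares of finer clusters. It was -0.46 with equal shares of the clusters made without differing genes and -0.61 over both sexes. The shares of these clusters and the mix of sexes are therefore not the whole cause, but a shift of cells within clusters remains possible. Mt1 was highest in the megakaryocyte-like cluster (728.7 CPM in vehicle, 497.5 in DFO) and was higher in the DFO library in cluster 7 (131.5 and 182.1 CPM). In cluster 0 it differed by only -0.046, with overlapping intervals (101.5 to 106.5 and 98.5 to 102.9 CPM), and in clusters 2 and 3 by -0.13 and -0.14. Mt2 was lower in all 8 clusters, but its intervals overlapped in cluster 0 (-0.12), cluster 6 (-0.65) and cluster 7 (-0.44). Its difference was -0.55 and -0.52 in clusters 2 and 3, and -0.62 in the megakaryocyte-like cluster. A candidate explanation is that DFO, which binds metals other than iron more weakly, lowered the metal signal that drives these genes; it was not tested.

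The pooled donors were of both sexes, which the labels used here do not state. Female cells numbered 4751 in the vehicle library and 5251 in the DFO library, and male cells 2767 and 3266, or 36.8% (35.7% to 37.9%) and 38.3% (37.3% to 39.4%) of the cells assigned. Droplets with molecules of both sexes made up 2.42% (2.11% to 2.77%) of vehicle and 3.4% (3.05% to 3.78%) of DFO cells. They held a median of 54265 and 52113 UMIs, against 27969 and 26873 in female cells. With random pairing, these shares correspond to doublet rates of 5.21% and 7.19%. Scrublet's automatic threshold called 4.27% and 0.896% of these droplets. The megakaryocyte-like share was 14.2% and 8.57% in female cells of the vehicle and DFO libraries, and 15.4% and 10.8% in male cells. Mpo differed by -0.37 in female and 0.58 in male cells. Of its molecules, 1090 of 1372 in vehicle and 960 of 1306 in DFO lay in cluster 7, which held 87 and 78 cells. The values by sex thus rest on few cells, and no response by sex is read.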
